A study of Mus musculus with 22 samples. Its data were reported in "Chd7 is indispensable for mammalian brain development through activation of a neuronal differentiation programme" (2017).

How the data were processed

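Gene expression was measured on Affymetrix Mouse Genome arrays in 22 samples of granule cells from postnatal day 7 mice, each hybridised with biotin-labelled RNA. Per the labels the samples form 6 groups, a Chd7 mutant and its control, ICRF-193 and DMSO, and cultures with and without Smo2, and all are called biological replicates. The values deposited by the authors are linear signal intensities of 45101 probe sets. The software that made them, the summarisation method and the normalization are not given in the sources used here. The mean left after trimming 2% of the probe sets at each end was 500 on every array, so each array had been scaled as a whole. Other data of the study, such as its sequencing, were not analysed here.

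The design, the gene lists, the rule for named genes and the alternatives were chosen before the data were examined, apart from the additions named in the closing section. Signals were floored at 16 and taken to log2. The medians of the arrays ranged from 6.33 to 6.81, more than the limit of 0.2 set in advance for values that count as normalized, so all 22 arrays were quantile normalized. Of the probe sets 34958 carry 1 gene symbol, 932 carry several and 9211 carry none; the last 2 kinds were left out of the gene table. Each gene was represented by its brightest probe set, and genes with a mean of at least 6.44, the median over all probe sets, were kept, which left 10771 genes. Gene length is the annotated start to end in GRCm38.p6; 39 genes (0.362%) had none. Symbols of 16 listed genes were updated to those of the array annotation. Pairs of arrays were compared for identical columns, and 0 of 231 were identical.

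Each pair of groups was fitted with limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over all genes and calls at an adjusted p under 0.05. Deviations from group means correlated between arrays of the same number by 0.39 to 0.42 in the Chd7 comparison and by 0.28 to 0.41 in the ICRF-193 comparison, so a fit with the number as a block is given beside the main values. Arrays of another number but the same set, replicates 1 and 2 or replicates 3 and 4, correlated as well (0.38 to 0.44, and 0.30 to 0.35), and fits within these sets, with the set as a block, and with set means as samples with and without that block, were added after the data were seen. In the Smo2 comparison the correlations were -0.01 to 0.04. Single values such as the long gene score were compared by exact permutation tests. These have 70 arrangements and a smallest p of 0.0286 for 4 arrays against 4, and 20 arrangements and a smallest p of 0.1 for 3 against 3.

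Of 36 gene lists, 31 had at least 5 measured members and were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists, and again with an estimated correlation and with fry. They cover hedgehog signalling, the cell cycle, neuronal differentiation, synapses, adhesion, guidance, ion channels and receptors, chromatin, topoisomerases, stress and metabolism, markers of other cerebellar cells, genes that the study names, and a pair of gene lists from its supplement. Named genes are Chd7 and the topoisomerases, the 6 genes with the largest change each way among called genes whose groups do not overlap, the genes that the study names, up to 4 members of each list that passed or bears on the comparison, and the 6 shared genes with the largest smaller fold.

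The pipeline was tested on simulated data in which 100 genes were changed by 1 and 100 by 2 on the log2 scale. It recovered 90%, 83% and 84% of the former and 100%, 99% and 97% of the latter with the array numbers of the Chd7, ICRF-193 and Smo2 comparisons, and 6.86%, 5.21% and 4.74% of its calls were unchanged genes. A shift of -0.3 put into long genes was found as -0.30 in each. The shift measured in the mutant was smaller (-0.05), and recovery at that size was not tested. The shares recovered and wrongly called were not tested for arrays that resemble each other in sets, as in the Chd7 and ICRF-193 comparisons. Alternatives changed the normalization, the filter, the floor, the pairing, the variance model, the test, the probe sets per gene, the length limit, the set test and the threshold, and left out each array in turn. Intensities give no counts, so no depth or counting interval is given. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.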

Results

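Transcript levels were measured on 22 Affymetrix arrays of cerebellar granule cells from postnatal day 7 mouse pups, in 3 separate comparisons of 2 groups. Cultured neurons carrying a Chd7 mutation in the granule lineage (n = 4) were set against control neurons (n = 4). Neurons given ICRF-193, a catalytic inhibitor of type II DNA topoisomerases, at 10 µM for 12 h (n = 4) were set against neurons given the solvent DMSO (n = 4). Cells cultured with an agent that the labels call Smo2 (n = 3) were set against cells cultured without it (n = 3). The study describes an agonist of Smoothened, the activator of hedgehog signalling, for this last culture, and the labels do not say whether Smo2 is that compound. The arrays give signal intensities and no counts, so the number of arrays limits the precision. All values are on the log2 scale after quantile normalization, 10771 genes were tested in each comparison, and all tests were two-sided.

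The first comparison asks which transcripts depend on Chd7, a chromatin remodeller, in granule neurons. The dimmer of a pair of Chd7 probe sets fell by 2.03, a 4.07-fold decrease, from 11.50 ± 0.23 in control to 9.47 ± 0.54 in mutant arrays (mean ± SD, n = 4, limma adjusted p = 0.0159 in a fit of every probe set). The brighter one, which stands for the gene, had 11.65 ± 0.25 in mutant and 11.89 ± 0.13 in control arrays and did not pass in that fit (limma adjusted p = 0.421) or in the fit of genes (adjusted p = 0.266). It was lower in mutant than in control arrays within both sets of replicates, and passed with the set as a block (adjusted p = 0.0317) but not with the replicate number as a block (adjusted p = 0.0944), and no gene passed in the mutant with set means as samples and the set as a block (smallest adjusted p = 0.0917). Where each probe set lies relative to the deleted part of the gene is not given in the sources used here. Top2b, the type II topoisomerase of postmitotic neurons, had 12.71 ± 0.07 in mutant and 12.73 ± 0.11 in control arrays (adjusted p = 0.868), and its other bright probe sets had changes between -0.51 (adjusted p = 0.258) and 0.04 (adjusted p = 0.902). Top1 had a change of -0.06 (adjusted p = 0.598), and Top2a, the isoform of dividing cells, one of 0.68 (adjusted p = 0.279, or 0.00337 with the replicate number as a block, a call lost with set means).

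**Figure D1:**
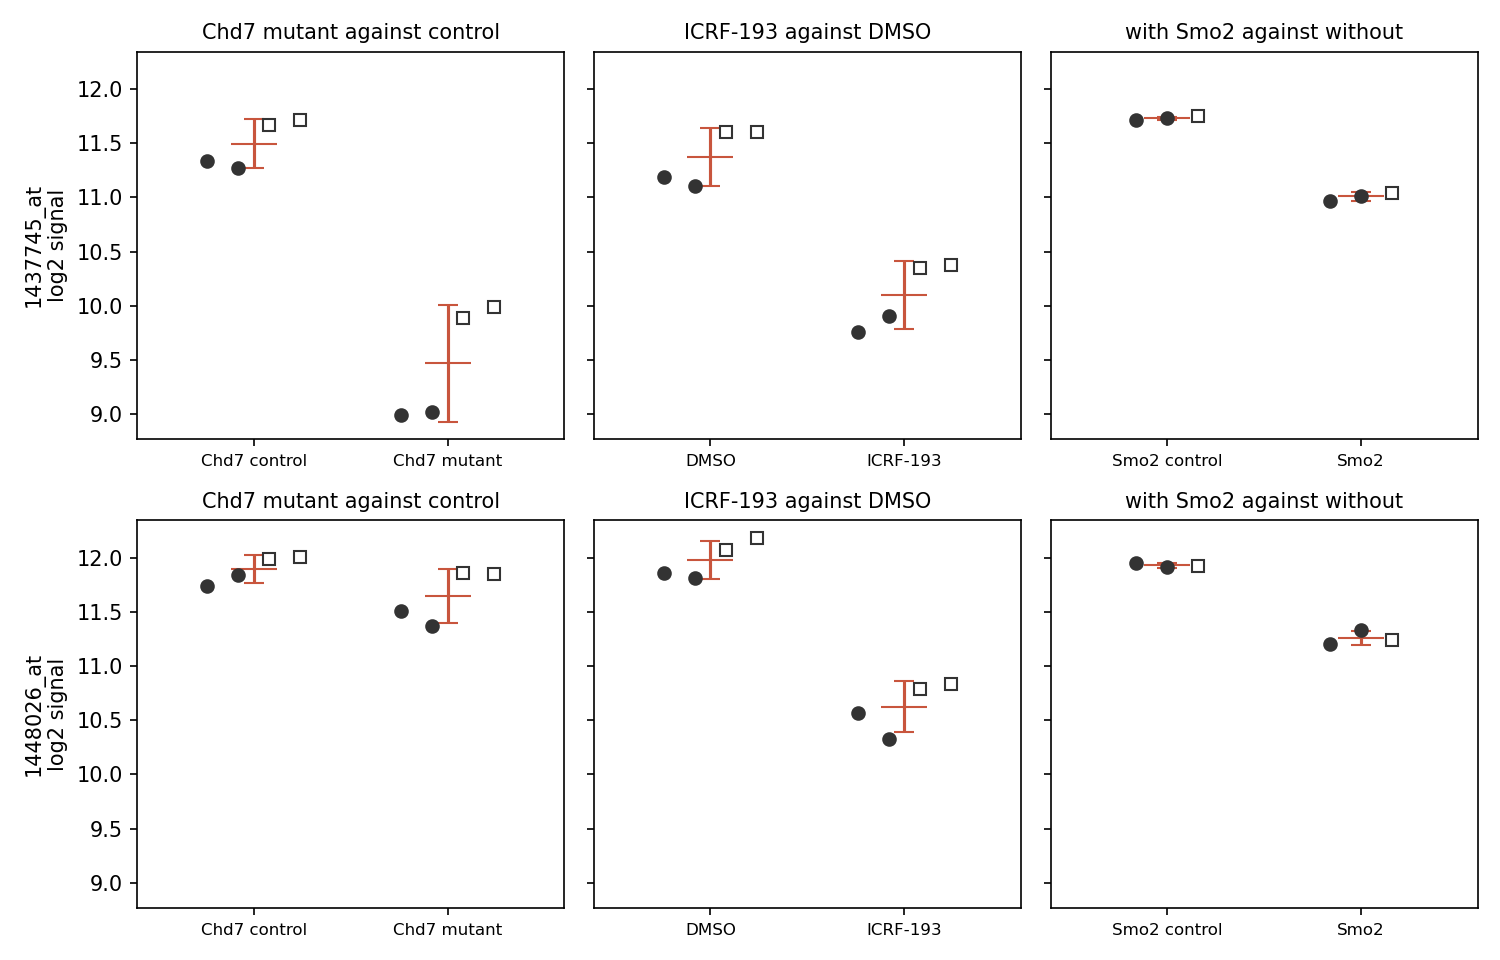
Log2 signal of the dimmer (top) and the brighter (bottom) Chd7 probe set on each array, for the 3 comparisons, with filled circles for replicates 1 and 2, open squares for later replicates, and the red dash and bar for mean ± SD. In the mutant the dimmer one fell (9.47 against 11.50) and the brighter one did not pass (adjusted p = 0.421), while with ICRF-193 and with Smo2 both probe sets were lower.

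In the mutant neurons 413 genes fell and 547 rose. Bmp5, a bone morphogenetic protein, fell from 9.42 ± 0.09 to 6.57 ± 0.22 (mean ± SD, n = 4, limma adjusted p = 2.29e-05). Car3, a carbonic anhydrase, fell from 10.35 ± 0.62 to 7.44 ± 0.31 (n = 4, limma adjusted p = 0.00119), and Otx1, a homeobox transcription factor, had a change of -2.75 or beyond (adjusted p = 0.00244), with 2 mutant arrays at the floor. Mylpf, a light chain of fast skeletal myosin, rose from 5.96 ± 0.46 to 8.59 ± 0.58 (n = 4, limma adjusted p = 0.00256), and Actc1, cardiac actin, rose by 2.48 (adjusted p = 0.0153). Doc2b, a calcium sensor of vesicle release, rose by 2.08, Lcn2, a lipocalin, by 2.01, Scrg1 by 1.94 and Unc5d, a netrin receptor, by 1.94. The Y-linked genes Eif2s3y, Kdm5d and Uty had changes of -3.94, -3.22 and -2.55 or beyond, since 2, 2 and 1 mutant arrays were at the floor.

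Of 12 measured genes that the study names, 9 fell in the mutant (9 over all genes, 11 adjusted over the list alone, none rose, median -0.65). Cadps2, which acts in dense core vesicle release, fell by 1.08 (adjusted p = 0.00116). The potassium channel Kcnd2 (-0.94), the kainate receptor Grik2 (-0.92), the netrin receptor Unc5c (-0.71), the GATA cofactor Zfpm2 (-0.44) and the growth cone protein Gap43 (-0.44) fell too, with Fstl5 (-1.35) and Cnksr3 (-0.60). In the limma fit of every probe set 0 of 2 bright Unc5c probe sets passed (adjusted p = 0.0723 and 0.0943). All bright ones of Kcnd2, Grik2, Zfpm2 and Fstl5 passed there. Reln, the secreted guide of neuronal positioning, had a change of -0.38 (adjusted p = 0.0558, or 0.0311 with the replicate block), and its other bright probe set one of -1.02 (adjusted p = 0.0669). Cacna2d1, a calcium channel subunit, had -0.44 (adjusted p = 0.0933, or 0.0125 with the block), with up to -0.86 (adjusted p = 0.0618) among its 5 bright probe sets. With set means both block calls are lost. Neurod1, a neuronal transcription factor, had -0.15 (adjusted p = 0.227), while its other bright probe set had -0.47 and passed (adjusted p = 0.0131 in the fit of every probe set). The list passed the set test (camera adjusted p = 1.70e-11, adjusted p = 0.00312 with an estimated correlation), and part of it was chosen on these samples, so it is not independent evidence.

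Some genes of several neuronal groups, but not of all, fell in the mutant. Of 31 measured synaptic and cell adhesion genes, 13 fell and 1 rose (17 and 3 adjusted over the list alone, with a median of -0.29, camera adjusted p = 2.94e-07, adjusted p = 0.0265 with an estimated correlation). Among these were Il1rapl1 (-1.49), Cdh10 (-1.47), Slitrk4 (-1.12) and Slitrk1 (-1.11). Of 21 synaptic vesicle genes, 6 fell and 1 rose (10 and 1 adjusted over the list alone, with a median of -0.25, camera adjusted p = 6.13e-05, adjusted p = 0.0242 with an estimated correlation). The vesicle calcium sensor Syt1 (-0.97), Rab3a (-0.71) and Pclo (-0.65) fell, while Cplx2 rose by 1.34. Of 16 granule neuron differentiation genes, 3 fell and none rose (4 and 0 adjusted over the list alone, with a median of -0.18, camera adjusted p = 0.000181, adjusted p = 0.0265 with an estimated correlation), which were Gap43, the transcription factor Pax6 (-0.42) and the neurofilament Nefl (-0.40). Of 12 glutamate receptor genes, 4 fell (8 adjusted over the list alone, with a median of -0.35, camera adjusted p = 0.000888, adjusted p = 0.208 with an estimated correlation), with Gria3 at -1.08 and Gria4 at -0.81. Of 14 potassium channel genes, 4 fell and 1 rose (5 and 2 adjusted over the list alone, with a median of -0.20, camera adjusted p = 0.0135, adjusted p = 0.119 with an estimated correlation), with Kcnj3 at -1.25 and Kcnab1 at -0.88. Of 27 axon guidance genes, 7 fell and 2 rose (11 and 3 adjusted over the list alone, with a median of -0.21, camera adjusted p = 0.0392, or 0.0627 with the replicate block, adjusted p = 0.398 with an estimated correlation), with Sema3d at -1.67, Epha3 at -1.33, Efnb2 at -1.33 and Unc5d at 1.94. In contrast, 4 of 16 sodium and calcium channel genes rose and 2 fell (mean 0.11, median -0.02), and 6 GABA-A receptor genes had a median of 0.15, and neither group passed. When every probe set was fitted, 0 of 3 bright Epha3 and 0 of 2 bright Gria3 probe sets passed, while all bright ones of Cdh10, Slitrk4, Efnb2 and Gria4 did.

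Cholesterol synthesis genes also fell in the mutant, 4 of 16 (10 adjusted over the list alone, none rose, with a median of -0.33, camera adjusted p = 1.67e-05, adjusted p = 0.444 with an estimated correlation). Among these were Mvd (-0.50) and Nsdhl (-0.45). When every probe set was fitted, 0 of 2 bright Mvd probe sets passed. Of 20 ribosomal protein genes, 5 rose and none fell (12 and 0 adjusted over the list alone, with a median of 0.18, camera adjusted p = 1.05e-06, adjusted p = 0.150 with an estimated correlation), with Rps18 and Rps19 at 0.37 each. Of 17 G1/S genes, 3 rose (7 adjusted over the list alone, with a median of 0.44, camera adjusted p = 0.000888, adjusted p = 0.579 with an estimated correlation). Among these were the replication helicase subunit Mcm6 (0.90) and the kinase Cdk2 (0.82). Of 19 G2/M genes, 1 rose (0 adjusted over the list alone, with a median of 0.48, camera adjusted p = 0.0013, adjusted p = 0.673 with an estimated correlation). The 7 measured hedgehog targets did not pass as a group (camera adjusted p = 0.539), although Ccnd1, a G1 cyclin, rose by 1.05 and Sfrp1, a secreted inhibitor of Wnt signalling, fell by 0.72. In the fit of every probe set 2 of 5 bright Sfrp1 probe sets passed, with changes from -0.87 to 0.15, against 3 of 3 for Ccnd1.

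Some marker lists of other cells passed in the mutant, but none with an estimated correlation, and few single markers were called. Of 8 oligodendrocyte lineage markers, 1 rose (5 adjusted over the list alone, with a median of 1.10, camera adjusted p = 0.00407, adjusted p = 0.444 with an estimated correlation). Of 8 fibroblast and pericyte markers, 2 rose (2 adjusted over the list alone, with a median of 0.83, camera adjusted p = 0.0161, adjusted p = 0.523 with an estimated correlation), with the matrix protein Dcn 2.82-fold up. Of 11 astrocyte markers, 1 rose, the gap junction gene Gja1 at 0.86 (1 adjusted over the list alone, with a median of 0.72, camera adjusted p = 0.0425, adjusted p = 0.673 with an estimated correlation). The 8 microglia markers had a median of -0.72, with 0 called by limma over all genes or adjusted over the list alone, and Csf1r, Tyrobp and Fcer1g at -1.09, -0.97 and -0.92 (camera adjusted p = 0.0135, adjusted p = 0.657 with an estimated correlation). The mean of the Y-linked genes was 5.50 ± 1.60 in mutant and 8.74 ± 0.33 in control arrays (n = 4 each, exact permutation p = 0.0286, the smallest possible, or 0.0698 adjusted over 22 measures), and Xist differed by 0.75 the other way. The pups' sex was not discriminated according to the study, so a difference in sex accompanied genotype in every gene group above.

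The study lists genes lower in Chd7 mutant progenitors by sequencing of other samples. Of these genes 101 were measured, and 53 fell and none rose in these arrays (67 and 0 adjusted over the list alone, with a median of -0.44, camera adjusted p = 9.92e-31, adjusted p = 0.000148 with an estimated correlation). A list of genes lower in both the mutant and ICRF-193 arrays comes from the study's supplement. It is shorter than the set of shared genes counted in the study's text, and is as long as the part of that set said to rise upon differentiation. Of its 203 genes 190 were measured, and 102 fell and none rose in the mutant (171 and 0 adjusted over the list alone, with a median of -0.41), but the list was chosen on these samples and is not independent evidence. The other lists did not pass in the mutant. Their camera adjusted p was 0.781 for sodium and calcium channels, 0.539 for GABA-A receptors, 0.607 for hedgehog co-receptors and 0.867 for DNA topoisomerases. It was 0.299 for CHD remodellers, 0.592 for the BAF complex, 0.385 for p53 targets, 0.539 for apoptosis and 0.884 for immediate early genes. For metabolism, stress and other cells it was 0.283 for the unfolded protein and integrated stress response, 0.330 for oxidative phosphorylation, 0.154 for housekeeping controls and 0.539 for GABAergic interneuron markers. Median, mean and test differed in sign for the sodium and calcium channels, the topoisomerases, the BAF complex, the apoptosis genes and the immediate early genes.

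The counts of the Chd7 comparison came from limma at an adjusted p of 0.05. Groups did not overlap for 19.6% of genes, where chance gives 2.86% for independent arrays. That chance value ignores the likeness of arrays of the same number or set. With the replicate number as a block 555 genes fell and 857 rose, and 841 of the 960 calls were shared. Arrays of replicates 1 and 2 resembled each other more than they resembled replicates 3 and 4. Within these sets 483 genes fell and 640 rose in the first, and 569 fell and 934 rose in the second. With the mean of each set as 1 sample, so 2 per group, limma called 0 genes lower and 0 higher, against 469 lower and 655 higher at an unadjusted p under 0.05. With the set as a block in addition it again called 0 and 0 (790 and 1188 at an unadjusted p under 0.05). Centring each array on its median turned the balance, with 551 lower and 391 higher. Leaving out 1 control array gave 215 (replicate 1), 248 (replicate 2), 242 (replicate 3) and 257 (replicate 4) genes lower. For genes higher the values were 311, 311 and 348 without control replicates 1, 3 and 4, and 356 without mutant replicate 3.

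The second comparison asks which transcripts depend on topoisomerase II activity in neurons. With ICRF-193, 375 genes fell and 340 rose. Nrg3, a neuregulin, fell from 8.24 ± 0.36 to 5.14 ± 0.79 (mean ± SD, n = 4, limma adjusted p = 0.00147), and the protocadherin Pcdh9 fell from 11.23 ± 0.15 to 8.26 ± 0.37 (n = 4, limma adjusted p = 3.88e-05). Sorcs1, a sorting receptor, had a change of -2.80, the netrin receptor Dcc -2.67, the matrix protein Tnr -2.63 and Grik2 -2.57. Doc2b rose from 6.67 ± 0.08 to 9.13 ± 0.11 (n = 4, limma adjusted p = 2.78e-06). The cytokine Il1b rose by 2.43, the potassium channel Kcnk3 by at least 2.32 (1 DMSO array at the floor), Gpr153 by 2.28, the Ras exchange factor Rasgrf1 by 2.18 and the sulfotransferase Chst1 by 2.07.

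Chd7 itself fell with ICRF-193, from 11.98 ± 0.18 to 10.63 ± 0.23 (mean ± SD, n = 4, limma adjusted p = 0.000575), and its other probe set had a change of -1.28. Top2b had a change of 0.16 (adjusted p = 0.412), Top2a 0.26 (adjusted p = 0.77) and Top1 -0.04 (adjusted p = 0.877). Of the 12 measured genes that the study names, 9 fell (9 adjusted over the list alone, none rose, with a median of -1.35, camera adjusted p = 7.47e-19, adjusted p = 0.00108 with an estimated correlation), which is not independent evidence for those chosen on these samples. Zfpm2 (-2.33), Unc5c (-1.94), Cacna2d1 (-1.81), Reln (-1.44), Cadps2 (-1.36), Fstl5 (-1.34), Kcnd2 (-1.33) and Bmp5 (-0.59) fell with Grik2. Gap43 (-0.06, adjusted p = 0.64), Neurod1 (-0.13, adjusted p = 0.356) and Cnksr3 (-0.16, adjusted p = 0.284) did not pass.

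Some adhesion, guidance and glutamate receptor genes fell with ICRF-193. Of 31 synaptic and cell adhesion genes, 17 fell and none rose (20 and 1 adjusted over the list alone, with a median of -0.58, camera adjusted p = 2.56e-15, adjusted p = 0.110 with an estimated correlation). Among these were Nrxn3 (-2.53), a presynaptic neurexin, Lsamp (-2.23), Ntm (-2.18) and Cntnap2 (-2.07). Of 27 axon guidance genes, 9 fell and 2 rose (13 and 4 adjusted over the list alone, with a median of -0.36, camera adjusted p = 7.76e-06, adjusted p = 0.0169 with an estimated correlation), with the ephrin receptors Ephb1 at -1.71 and Epha8 at 1.68. Of 12 glutamate receptor genes, 5 fell and none rose (8 and 1 adjusted over the list alone, with a median of -0.85, camera adjusted p = 8.81e-07, adjusted p = 0.0212 with an estimated correlation), with Grin2b at -1.73, Gria3 at -1.45 and Grik3 at -1.17. Of 14 potassium channel genes, 5 fell and 1 rose (5 and 2 adjusted over the list alone, with a median of -0.27, camera adjusted p = 0.0104, adjusted p = 0.145 with an estimated correlation), with Kcnq5 at -1.64. Of 21 synaptic vesicle genes, 4 fell and 1 rose (8 and 1 adjusted over the list alone, with a median of -0.23, camera adjusted p = 0.00421, adjusted p = 0.376 with an estimated correlation), with Syt1 at -1.07 and Cplx2 at 0.72. In the limma fit of every probe set 1 of 3 bright probe sets passed for Pcdh9, 3 of 4 for Nrxn3 and 2 of 4 for Syt1. Their highest changes were -0.84 (adjusted p = 0.0531), -0.35 (adjusted p = 0.745) and 0.11 (adjusted p = 0.974). All bright ones of Lsamp, Ntm, Cntnap2, Grin2b and Gria3 passed there.

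Targets of the tumour suppressor p53 rose with ICRF-193, 3 of 16 (4 adjusted over the list alone, none fell, with a median of 0.30, camera adjusted p = 0.000151, adjusted p = 0.0425 with an estimated correlation). Among these were the death receptor gene Eda2r (1.77) and the nuclease gene Aen (0.79). Of 19 G2/M genes, 1 rose, the cyclin Ccnb2 at 0.94 (1 adjusted over the list alone, with a median of 0.48, camera adjusted p = 7.19e-05, adjusted p = 0.544 with an estimated correlation). Of 10 immediate early genes, 1 fell, Jun at -0.68 (1 adjusted over the list alone, with a median of -0.57, camera adjusted p = 0.00607, adjusted p = 0.462 with an estimated correlation). Of 8 oligodendrocyte lineage markers, 1 fell, Cnp at -0.97 (6 lower and 1 higher adjusted over the list alone, with a median of -0.61, camera adjusted p = 0.00421, adjusted p = 0.295 with an estimated correlation), and the mean of these markers differed by -0.59 between groups (n = 4 each, exact permutation p = 0.0286, or 0.314 adjusted over 22 measures). Outside the lists that passed, the neuronal splicing factor Rbfox3 (-1.02) and the transcription factor Atoh1 (-0.89) fell, while Neurod2 rose by 0.51 and Mycn by 0.71. When every probe set was fitted, 0 of 2 bright Jun and 0 of 3 bright Mycn probe sets passed, against 3 of 3 for Rbfox3 and 2 of 2 for Neurod2.

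Of the 101 genes lower in mutant progenitors by sequencing, 32 fell and 3 rose with ICRF-193 (40 and 4 adjusted over the list alone, with a median of -0.20, camera adjusted p = 1.78e-13, adjusted p = 0.00629 with an estimated correlation). Of the 190 genes of the shortened list chosen on these samples, which is not independent evidence, 113 fell and none rose (161 and 0 adjusted over the list alone, with a median of -0.57). The remaining lists did not pass. Their camera adjusted p was 0.986 for hedgehog targets, 0.358 for G1/S, 0.201 for granule neuron differentiation, 0.102 for sodium and calcium channels, 0.687 for GABA-A receptors and 0.774 for hedgehog co-receptors. It was 0.725 for topoisomerases, 0.393 for CHD remodellers, 0.310 for the BAF complex, 0.393 for apoptosis, 0.184 for cholesterol synthesis and 0.102 for the unfolded protein and integrated stress response. For metabolism and other cells it was 0.393 for oxidative phosphorylation, 0.102 for ribosomal proteins, 0.720 for housekeeping controls, 0.853 for astrocyte, 0.358 for microglia, 0.644 for fibroblast and 0.644 for GABAergic interneuron markers. With the replicate block cholesterol synthesis (adjusted p = 0.042) and microglia markers (adjusted p = 0.0165) passed, and with an estimated correlation neither did (adjusted p = 0.818 each). Median, mean and test differed in sign for the GABA-A receptors, housekeeping controls, astrocyte markers and GABAergic interneuron markers.

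In the ICRF-193 comparison the groups did not overlap for 14.3% of genes, where chance gives 2.86%, again for independent arrays only. With the replicate number as a block 485 genes fell and 461 rose, with 630 of the 715 calls shared. Within the first set of arrays 183 genes fell and 123 rose, and within the second 132 fell and 85 rose. With set means as samples, 2 per group, limma called 45 lower and 15 higher, or 179 and 134 with the set as a block in addition. Centring each array on its median gave 241 lower and 173 higher. The count of genes higher was 224 without DMSO replicate 1, 217 without ICRF-193 replicate 2 and 218 without ICRF-193 replicate 4.

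The third comparison asks how cells cultured with Smo2 differ from cells left to differentiate without it. Hedgehog targets and cell cycle genes rose with Smo2 and neuronal genes fell. Ccnd1 rose from 7.40 ± 0.17 to 13.13 ± 0.03 (mean ± SD, n = 3, limma adjusted p = 1.1e-06), the endothelial transcription factor Sox18 by 6.06, Gpr153 by 5.91, the replication helicase subunit Mcm3 by 4.62, the calcium sensor Hpca by 4.32 and Smco4 by 4.27. Chrnb4, a nicotinic receptor subunit, fell from 7.84 ± 0.35 to 4.63 ± 0.55 (n = 3, limma adjusted p = 0.000182), and Fbxo44 (-3.03), the adipokine Adipoq (-2.92), the phospholipase Plcd4 (-2.83), Gpr17 (-2.64) and the matrix protein Mfap4 (-2.60) fell too, where 1 Smo2 array was at the floor for each of Chrnb4, Adipoq and Plcd4, whose falls are lower bounds. Top2a rose by 3.09 (adjusted p = 1.1e-06), Top2b fell by 0.26 (adjusted p = 0.0355) and Chd7 fell by 0.67 (adjusted p = 9.65e-05). In the limma fit of every probe set 0 of 3 bright Top2b probe sets passed. The one used had an adjusted p of 0.0831 there, and another had a change of -0.03 (adjusted p = 0.80). Top1 rose by 0.21 (adjusted p = 0.0136) on its brightest probe set, while the mean of its probe sets had -0.06 and did not pass.

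The median of all genes was -0.09 in the Smo2 comparison after quantile normalization, 0.05 with each array centred on its median and -0.13 on the deposited values, so the medians of lists are given relative to the first. All 7 measured hedgehog targets rose (7 adjusted over the list alone, relative median 1.95, camera adjusted p = 1.43e-05, adjusted p = 0.0467 with an estimated correlation), with the transcription factor Gli2 at 4.12, Sfrp1 at 2.00 and Ccnd2 at 1.86. All 17 measured G1/S genes rose (17 adjusted over the list alone, relative median 2.94, camera adjusted p = 7.97e-12, adjusted p = 0.0336 with an estimated correlation). Among these were Uhrf1 (3.96) and Mcm6 (3.51). All 19 measured G2/M genes rose as well (19 adjusted over the list alone, relative median 3.26, camera adjusted p = 3.74e-13, adjusted p = 0.0336 with an estimated correlation), among them the mitotic kinase Bub1 (3.57). Of 20 ribosomal protein genes, 18 rose (18 adjusted over the list alone, relative median 0.45, camera adjusted p = 1.43e-05, adjusted p = 0.0784 with an estimated correlation), with Rpl14 at 1.31 and Rps6 at 1.05.

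All 16 measured granule neuron differentiation genes fell with Smo2 (16 adjusted over the list alone, relative median -0.75, camera adjusted p = 6.82e-06, adjusted p = 0.0494 with an estimated correlation), with Neurod2 at -1.37 and the microtubule protein Dcx at -1.20. Of 21 synaptic vesicle genes, 20 fell and 1 rose (20 and 1 adjusted over the list alone, relative median -1.08, camera adjusted p = 3.36e-06, adjusted p = 0.0341 with an estimated correlation), with Rims1 at -1.77 and Syt1 at -1.53. Of 31 adhesion genes, 29 fell and 1 rose (29 and 1 adjusted over the list alone, relative median -1.10, camera adjusted p = 3.27e-07, adjusted p = 0.0381 with an estimated correlation), with Lsamp at -1.85 and Lrrtm3 at -1.75. Of 27 axon guidance genes, 18 fell and 4 rose (18 and 4 adjusted over the list alone, relative median -0.53, camera adjusted p = 0.0125, adjusted p = 0.0953 with an estimated correlation), with Plxna2 at -1.84 and Epha8 at 2.56. Of 14 potassium channel genes, 12 fell (12 adjusted over the list alone, relative median -1.03, camera adjusted p = 0.000184, adjusted p = 0.179 with an estimated correlation), with Kcna1 at -1.96. Of 16 sodium and calcium channel genes, 15 fell (15 adjusted over the list alone, relative median -1.19, camera adjusted p = 2.56e-05, adjusted p = 0.115 with an estimated correlation), with Cacna1e at -2.11. All 12 glutamate receptor genes fell (12 adjusted over the list alone, relative median -0.97, camera adjusted p = 0.000184, adjusted p = 0.0709 with an estimated correlation), with Grin2b at -1.78 and Gria3 at -1.74. All 6 GABA-A receptor genes fell (6 adjusted over the list alone, relative median -1.09, camera adjusted p = 0.0106, adjusted p = 0.128 with an estimated correlation), with Gabra2 at -1.79.

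Of 9 CHD remodellers, 7 fell (7 adjusted over the list alone, relative median -0.55, camera adjusted p = 0.0352, or 0.0599 with the replicate block, adjusted p = 0.179 with an estimated correlation), with Chd5 at -1.31 and Chd3 at -1.29. Of 16 cholesterol synthesis genes, 10 fell (10 adjusted over the list alone, relative median -0.23, camera adjusted p = 0.0254, adjusted p = 0.128 with an estimated correlation), with Mvd at -0.78 and Lss at -0.63, the latter 0.22 with the mean of its probe sets. Of the 12 genes that the study names, 11 fell (11 adjusted over the list alone, relative median -0.95, camera adjusted p = 6.75e-05, adjusted p = 0.0731 with an estimated correlation), with Cadps2 at -1.22 and Reln at -0.84, while Bmp5 had -0.21 (adjusted p = 0.17). Of the 101 genes lower in mutant progenitors by sequencing, 84 fell and 7 rose (84 and 7 adjusted over the list alone, relative median -0.78, camera adjusted p = 5.67e-11, adjusted p = 0.034 with an estimated correlation). Of the 190 genes of the shortened list of genes lower in both other comparisons, 188 fell (188 adjusted over the list alone, relative median -0.92). The length of that list matches the genes which the study counts as rising upon differentiation, so its result with Smo2 can have been fixed by the choice of genes and tests nothing.

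The other lists did not pass with Smo2. Their camera adjusted p was 0.115 for hedgehog co-receptors, 0.297 for topoisomerases, 0.959 for the BAF complex (6 lower and 4 higher of 18), 0.930 for p53 targets, 0.959 for apoptosis and 0.978 for immediate early genes. It was 0.108 for the unfolded protein and integrated stress response, 0.413 for oxidative phosphorylation, 0.0981 for housekeeping controls, 0.268 for astrocyte, 0.945 for oligodendrocyte, 0.0520 for microglia (0.0281 with the replicate block, 0.415 with an estimated correlation), 0.265 for fibroblast and 0.0981 for GABAergic interneuron markers. Still 7 of 8 microglia markers fell (relative median -0.95), 5 of 6 of GABAergic interneurons (relative median -1.10, 1 rose) and 8 of 11 of astrocytes (relative median -0.75, 3 rose). In the other direction, 6 of 9 housekeeping controls rose and 2 fell, with a relative median of 0.42, close to the 0.45 of the ribosomal proteins. Likewise 2 of 8 fibroblast and pericyte markers rose and 0 fell (relative median 0.47, 0 adjusted over the list alone). Of 8 oligodendrocyte markers 3 fell and 3 rose (relative median 0.15). The 3' minus 5' difference of the Gapdh control probe sets was -0.73 ± 0.06 with Smo2 and -0.90 ± 0.02 without it (n = 3, exact permutation p = 0.1). Median, mean and test differed in sign for the apoptosis genes and the oligodendrocyte markers. In all 4198 genes fell and 3195 rose with Smo2 by limma, 4066 and 3080 with the replicate number as a block, and 3217 and 4048 with each array centred on its median. The groups did not overlap for 73.5% of genes, where chance gives 10%. Single values of this comparison have 3 arrays against 3, so the smallest exact permutation p is 0.1.

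Gene length was examined because the study asks whether long genes need Chd7 and topoisomerase II. Among 335 genes over 300 kb, 64 fell and 26 rose in the Chd7 mutant (19.1% and 7.76%, median -0.11). With ICRF-193, 154 of these genes fell and 5 rose (46.0% and 1.49%, median -0.48). With Smo2, 239 fell and 38 rose (71.3% and 11.3%, median -0.79). Among 2537 genes up to 10 kb, 3.15% fell in the mutant, 1.81% with ICRF-193 and 34.8% with Smo2. Genes over 100 kb made up 37.1% of the genes lower in the mutant, 65.8% of those lower with ICRF-193 and 20.7% of those lower with Smo2, against 14.6% of the genes tested. Of the genes higher they made up 19.6%, 15.04% and 10.13%, so in the mutant their share exceeded that of the genes tested on both sides, which was not tested. Genes lower with ICRF-193 had a mean length of 322 kb and genes higher one of 54.4 kb, and genes lower and higher in the mutant had mean lengths of 159 kb and 70.8 kb.

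**Figure D2:**
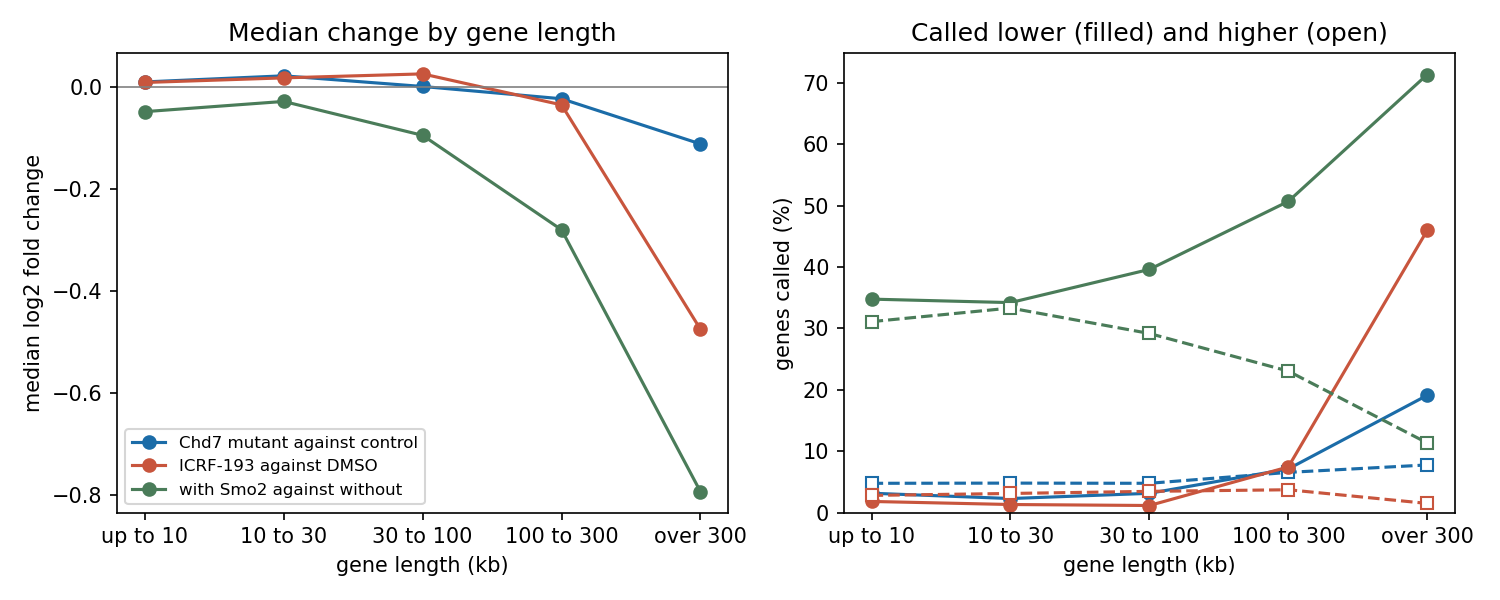
Median log2 fold change (left) and percent of genes called lower (filled, solid) or higher (open, dashed) at an adjusted p of 0.05 (right) by class of gene length in kb, for the Chd7 mutant (blue), ICRF-193 (red) and Smo2 (green) comparisons. In the class over 300 kb the medians were -0.11, -0.48 and -0.79.

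A long gene score per array, the median of the 1572 genes over 100 kb minus that of the 9160 others, was lower with ICRF-193 (-0.06 ± 0.03 against 0.07 ± 0.02, n = 4, difference -0.13, exact permutation p = 0.0286, the smallest possible). The difference was -0.15 within replicates 1 and 2 and -0.10 within the later ones. With the limit at 50 kb it was -0.05 and did not pass (exact permutation p = 0.171). With the limit at 200 kb it was -0.33 (exact permutation p = 0.0286). The genes over 100 kb passed as a set (camera p = 3.23e-08, p = 0.00139 with an estimated correlation). In the Chd7 mutant the score was -0.02 ± 0.04 against 0.03 ± 0.05 (n = 4, difference -0.05, exact permutation p = 0.171), with -0.04 and -0.06 within the sets. That test ignores the likeness of arrays of the same number or set. All 4 mutant arrays were below the control array of the same number, and the exact permutation p was 0.125 for exchanges within numbers and 0.0556 within sets, each the smallest possible, for the mutant as for ICRF-193. The long genes as a set had a camera p of 0.0395 in the mutant, and p = 0.237 with an estimated correlation. With Smo2 the score differed by -0.33 (-0.16 ± 0.03 against 0.17 ± 0.03, n = 3, exact permutation p = 0.1, the smallest possible, camera p = 5.34e-05, p = 0.0655 with an estimated correlation). Whether the shift differed between the comparisons was not tested.

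**Figure D3:**
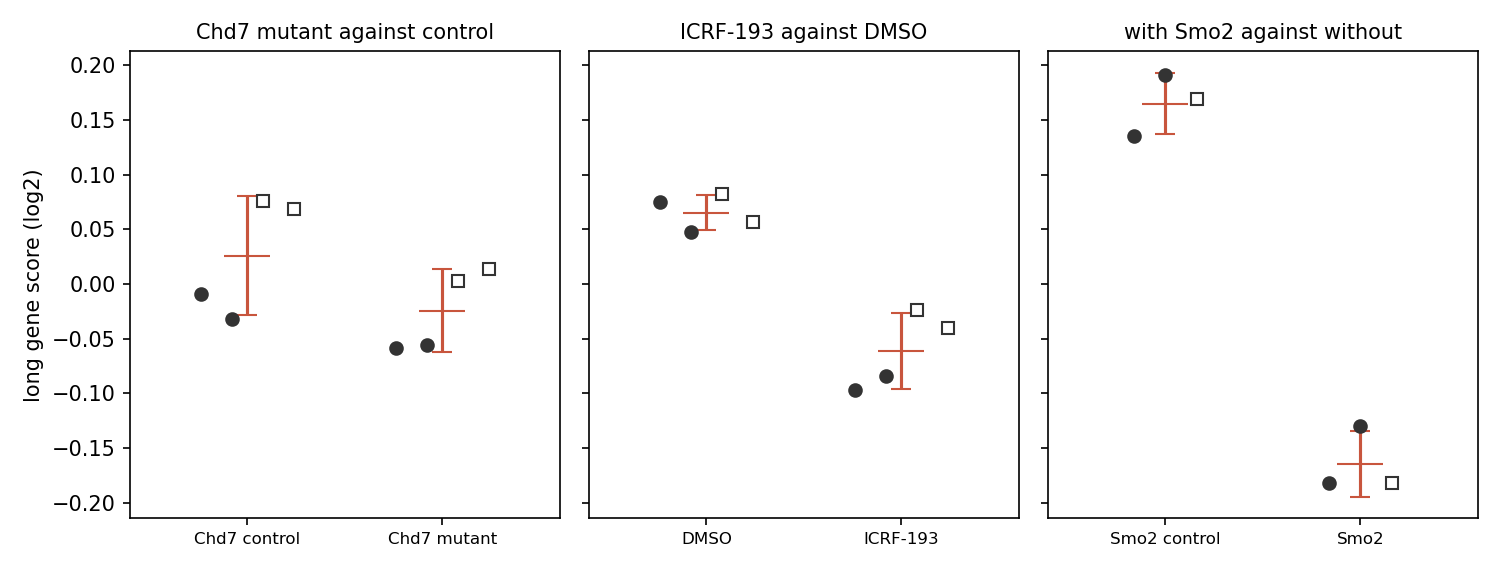
Long gene score of each array (log2, median of genes over 100 kb minus that of the other genes, centred on the arrays compared), with filled circles for replicates 1 and 2, open squares for later replicates, and the red dash and bar for mean ± SD. The ICRF-193 arrays lie below all DMSO arrays, and mutant and control arrays overlap between the sets of replicates but not within them.

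Mutant and inhibitor changes were compared to find genes that changed in both. Chd7 itself fell with ICRF-193 (-1.35 and -1.28 on its probe sets). A gene lower in both could therefore follow the lower Chd7, and a separate need for each was not tested. Of the genes lower in the mutant and those lower with ICRF-193, 85 were shared, where independent lists would share 14.4 (Fisher's exact test across genes, p = 4.41e-43), although genes are not independent replicates. In the mutant and with ICRF-193 the changes were -2.91 and -2.04 for Car3, -1.63 and -1.89 for the glycosyltransferase gene Galntl6, -1.60 and -2.80 for Sorcs1, -1.49 and -1.96 for the synaptic receptor Il1rapl1, -1.35 and -1.34 for Fstl5, and -1.30 and -1.59 for the receptor phosphatase Ptprk. Of the shared lower genes 84 have a length, and 74 of them (88.1%) exceed 100 kb, with a median of 381 kb. Genes higher in both numbered 67, against 17.3 for independent lists (Fisher's exact test p = 1.39e-22), and 17.9% of them exceed 100 kb. Opposite calls were few, with 15 lower in the mutant and higher with ICRF-193 (13 for independent lists) and 11 the reverse (19).

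**Figure D4:**
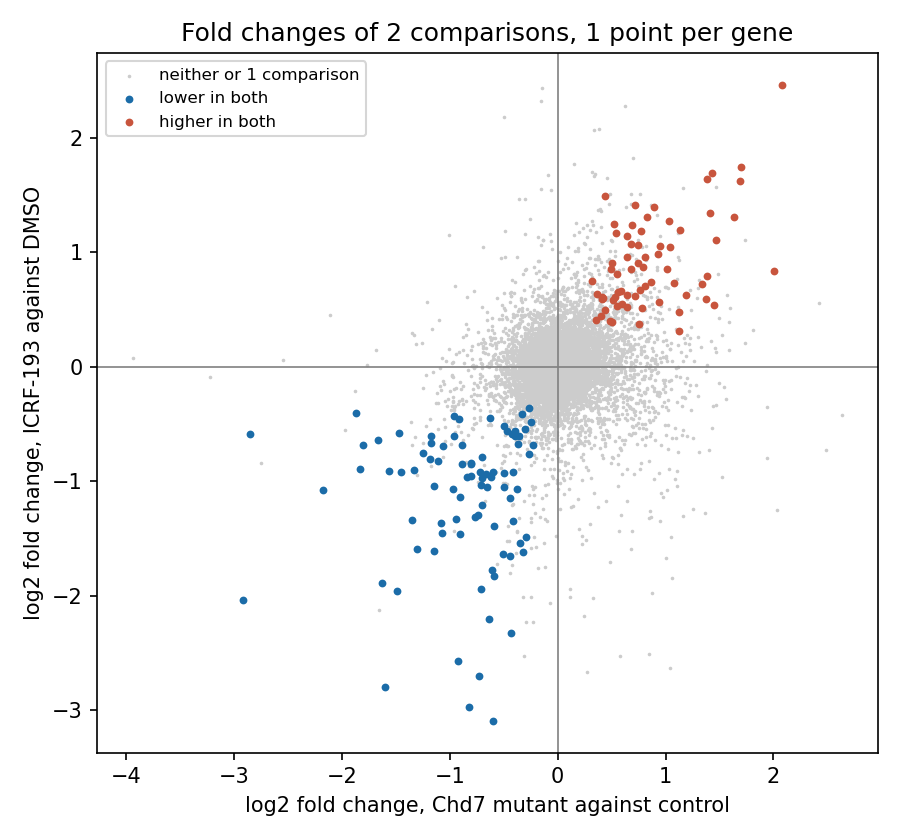
Log2 fold change of each gene in the Chd7 mutant (horizontal) against that with ICRF-193 (vertical), with genes lower in both in blue, genes higher in both in red and the others in grey. The 85 blue genes outnumber the 15 and 11 genes called in opposite directions.

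The fold changes of the 10771 genes correlated across genes, which are not independent replicates, with Pearson's r of 0.21 and Spearman's rho of 0.19 between mutant and ICRF-193. For the mutant and Smo2 r was 0.33, and for ICRF-193 and Smo2 it was 0.23. The 375 genes lower with ICRF-193 had a median of -0.14 in the mutant (66.9% below 0, camera p = 9.64e-09, p = 0.00623 with an estimated correlation). The 413 genes lower in the mutant had a median of -0.10 with ICRF-193 (66.8% below 0, camera p = 4.50e-11, p = 0.0364 with an estimated correlation). Of the 85 genes lower in both, 80 were lower and 1, Esyt1, higher with Smo2 (median -1.18, camera p = 5.55e-17, p = 0.0161 with an estimated correlation). Esyt1 was named after its values were seen. With set means as samples, with or without the set as a block, 0 genes were lower in both by limma, since the mutant comparison then had none.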

Values the study reported

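The study treated granule neurons with ICRF-193 at 10 μM for 12 h. It gives an average size of approximately 300 kb for genes lower after ICRF-193 and of approximately 50 kb for genes expressed in the neurons and for genes higher after it. It counts 240 genes activated by both Chd7 and Top2b, of which 203 (84.6%) rose upon differentiation. By RNA sequencing it found 151 genes lower in progenitors homozygous for the Chd7 mutation.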

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

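The tests of muscle genes without a signal minimum, of fibroblasts, of a lower share of granule neurons, of both explanations for the likeness of array sets, of set means and of genes lower in both from ranked splits were chosen only after the results were seen.

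Skeletal and cardiac muscle genes were higher in the Chd7 mutant arrays, with a median change of 2.48 over Mylpf, Actc1 and Acta1, which passed the filter, and Myh3 and Tnnt2, which did not, all chosen because they were high in the mutant. Of the 24 other skeletal muscle genes, without a signal minimum, 11 were called higher and 0 lower (Myl1 2.73, Tnnc2 2.35 and Myl4 1.99), with a median of 0.963 (bootstrap SD 0.46) that is less than that SD below the bound of 1.24 and undecided, also because 13 of the 24 had arrays at the floor. Only Tnnc1 at 1.09 passed the filter for the planned test of carried-in muscle, and the other genes above 6.44 in control neurons, Des at 0.30 and Neb at -2.39 (adjusted p = 0.170), decide nothing, since that limit removes the genes that muscle would raise. Fibroblasts or pericytes carried into the cultures stay open too, since only 3 of these chosen genes could be measured against the fibroblast list (a rise of 0.436 per unit between sets of control arrays and of 2.83 between genotypes). Muscle cells carried through the Percoll gradient, which should remove them, and expression of these genes by the mutant neurons themselves, which was not tested, both stay open, with Myl1 at 9.0, Acta1 at 8.92 and Actc1 at 8.72 in mutant arrays.

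Genes over 300 kb fell more often than they rose in the Chd7 mutant (64 against 26), a class singled out after the shift over 100 kb did not pass. A lower share of granule neurons stays open, since within the sets the astrocyte (0.44 and 0.97), oligodendrocyte (0.69 and 1.34) and fibroblast markers (0.79 and 0.84) rose. The GABAergic interneuron markers differed by -0.53 and 0.27. The microglia markers differed by -1.06 and -0.34 (mean -0.702, SD 0.51, exact permutation p = 0.0556 within sets, the smallest possible, and 0.286 over all arrays). The microglia markers also differed between the sets of control arrays (8.25 and 8.38 against 9.54 and 9.58), so their fall cannot decide. A change in the cell types that rose stays open too. A different sex make-up stays open, since 5 of the 64 genes (7.81%) lie on X or Y, where only 10 of the 335 genes over 300 kb lie, too few to decide, and effects of sex on the other 59 were not tested. Genes were then matched on their Smo2 change and mean signal. The shift of genes over 300 kb against those up to 100 kb was -0.0555 (exact permutation p = 0.314) against -0.12 before (p = 0.0571), 45.7% of it. Within sets both shifts had the smallest possible exact permutation p (0.0556). A less mature or more dividing state of the mutant cells may account for the part lost. Such matching would also remove a direct effect of Chd7 on genes that change with Smo2, so the part lost cannot be assigned to either. By staining after plating, the study saw no statistical difference between wild-type and mutant cultures in the shares of dividing and of differentiated cells. With ICRF-193 the matched shift was -0.52 against -0.55 before (95.0% left). On these arrays a direct need of long genes for Chd7 stays open beside the state and the make-up of the cells. The study also reports falls of Chd7-regulated genes after acute deletion in culture. By qRT-PCR it found Cadps2, Reln, Cacna2d1, Grik2 and Kcnd2 lower in mutant neurons. It saw Chd7-dependent targeting of Top2b preferentially at long genes. None of these data were analysed here.

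Replicates 1 and 2 of the Chd7 and ICRF-193 comparisons resembled each other, as did replicates 3 and 4. Scaling or background without a biological difference is argued against, since sex-linked transcripts differed between the sets 6.17 times as much as the median gene (all genes 0.18 between and 0.11 within sets). A pair of cell preparations per group, each hybridised on 2 arrays, fits the sex-linked transcripts, which differed by 0.09 within a set and by 1.12 between sets (ratio 0.0786). The labels call all arrays biological replicates, so separate cultures of pups pooled on a shared day could give the same values and stay open. If each set were 1 preparation, the design would have 2 samples per group, at which limma called 0 genes in the mutant comparison (469 lower and 655 higher at an unadjusted p under 0.05).

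Chance can be excluded for the counts of genes called in the Chd7 and ICRF-193 comparisons only if each array is an independent sample. The likeness of arrays of the same number or set argues against that. Of 35 splits of the 8 arrays, 1, the real one, gave 960 calls for Chd7, and the highest other, the split that follows the sets, gave 394. For ICRF-193 again 1 of 35 splits gave 715, and the split following the sets gave 396. Among the 8 splits that part all 4 pairs the highest other count was 0 in each comparison. Those 8 splits are too few for a share under 0.05. The within-set counts stand in the report. Only on the same terms can chance be excluded for the 85 genes lower in both. Here the 413 lowest genes were taken in each of 35 splits of the Chd7 arrays (1 as large, highest other 51). The same holds for the correlation of 0.215 (1 of 35, highest other 0.195). Among the 8 splits that part all 4 pairs the highest others were 34 genes and a correlation of 0.194. Those 8 splits are too few to exclude chance. With the sets as samples only 3 splits exist, too few for a share under 0.05, and limma called 0 genes in the real and at most 0 in another split for Chd7 (469 lower and 655 higher at an unadjusted p under 0.05 in the real split), and 60 and 0 for ICRF-193. With Smo2 the real split called 7393 genes and the highest other 0, and 10 splits are too few for a share under 0.05.

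Single arrays far from the others of their group were found in 7 of 424 groups of values, where chance gives about 1 in 20. Phlda3 was 7.83 in Chd7 control replicate 2 against 7.63 to 7.65. Top1mt was 7.50 in Chd7 mutant replicate 4 against 6.89 to 6.92. Gap43 was 13.80 in ICRF-193 replicate 1 and 13.76 in each of the others. Cplx2 was 10.96 in DMSO replicate 1 against 10.44 to 10.53. Cntnap2 was 5.80 in ICRF-193 replicate 4 against 6.63 to 6.69. Pdgfra was 11.46 in DMSO replicate 3 against 10.72 to 10.79. The 3' minus 5' difference of the Gapdh control probe sets was -0.53 in DMSO replicate 4 against -0.82 to -0.78. Among 2782 probe sets that carry no gene or several and so entered no comparison, limma called 211 in the Chd7 mutant (143 lower, 68 higher), 77 with ICRF-193 (62 and 15) and 1388 with Smo2 (905 and 483).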

How the results depend on the processing

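Values as deposited, the set block, set means as samples with and without that block, and fits within sets were chosen after seeing the data, and the other alternatives were planned. No long gene shift turned sign. The balance of genes lower and higher turned with each array centred on its median for the Chd7 mutant (551 and 391) and Smo2 (3217 and 4048). For the mutant it also turned above the 70th percentile (448 and 431). For ICRF-193 it turned on deposited values (339 and 344), with a variance trend (421 and 450), in 1 fit of all groups and with the set block. It turned there at an unadjusted p under 0.05 as well (985 and 1096). Other numbers moved, and the cause was not tested unless the alternative itself uses fewer arrays or another threshold. With each array centred on its median, ICRF-193 had 241 genes lower and 173 higher. The replicate block gave 857 genes higher in the Chd7 mutant. With all groups in 1 fit, 652 genes were lower in the mutant, 602 lower and 653 higher with ICRF-193, 153 lower in both, and 137 of these lower with Smo2. The mean of all probe sets gave 305 genes higher in the mutant, 236 lower with ICRF-193, a Smo2 shift of -0.27, and reversed Top1 (-0.0606) and Lss (0.22) with Smo2. Testing every probe set gave 632 lower in the mutant, 581 lower with ICRF-193, 6936 lower and 5453 higher with Smo2, 148 lower in both and 138 of these lower with Smo2. The Smo2 shift was -0.25 with no filter, -0.41 above the 70th percentile, -0.21 for genes over 50 kb and -0.50 for genes over 200 kb. The ICRF-193 shift was -0.0469 over 50 kb, where it no longer passed (exact permutation p = 0.171), and -0.329 over 200 kb (exact permutation p = 0.0286), and that of the mutant was -0.0319 (p = 0.343) and -0.0709 (p = 0.143). With an estimated correlation 6 lists passed in the mutant, 6 with ICRF-193 and 8 with Smo2, of 17, 12 and 17.

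An added fold over 1.5 left 168 genes lower and 268 higher in the mutant, 239 and 193 with ICRF-193, and 2285 and 1736 with Smo2. The thresholds of the methods gave 207 and 360 in the mutant and 2230 and 1714 with Smo2. At an unadjusted p under 0.05, 252 genes were lower in both and 217 of these lower with Smo2. The set block gave 1011 lower and 1354 higher in the mutant, 614 and 649 with ICRF-193, 205 lower in both and 185 of these lower with Smo2. Set means gave 0 and 0 in the mutant by limma (469 and 655 at an unadjusted p under 0.05), 45 and 15 with ICRF-193, and 0 lower in both, and with the set block in addition 0 and 0 (790 and 1188), 179 and 134, and 0. Replicates 1 and 2 alone gave 183 and 123 with ICRF-193. Replicates 3 and 4 alone gave 934 genes higher in the mutant, 132 and 85 with ICRF-193, and an ICRF-193 shift of -0.0903. They gave 46 genes lower in both and 42 of these lower with Smo2. In the mutant they reversed the GABAergic interneuron markers (0.27). The immediate early genes (-0.63) count as reversed only by the direction of the set test. That direction was up in the main fit, although the median there was already -0.07.

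Leaving out each array in turn gave 215 to 320 genes lower and 311 to 400 higher in the mutant, 261 to 320 and 217 to 282 with ICRF-193, and 3863 to 3924 and 2948 to 3062 with Smo2. The arrays behind changes of over 1.5 times were control replicates 1 (215), 2 (248), 3 (242) and 4 (257) for genes lower in the mutant. For genes higher they were control replicates 1 (311), 3 (311) and 4 (348) and mutant replicate 3 (356), and for genes higher with ICRF-193 they were DMSO replicate 1 (224) and ICRF-193 replicates 2 (217) and 4 (218). Long gene shifts ranged from -0.07 to -0.03, -0.14 to -0.11 and -0.34 to -0.32, lists past the threshold from 15 to 16, 12 to 14 and 17 to 18, genes lower in both from 60 to 85, those of them lower with Smo2 from 56 to 81, and the correlation from 0.18 to 0.23. The correlation was 0.134 with no filter, 0.296 above the 70th percentile, 0.151 in replicates 1 and 2 alone and 0.170 in replicates 3 and 4 alone. The median of ICRF-193 lower genes in the mutant ranged from -0.19 to -0.14 with arrays left out and that of the mutant's lower genes with ICRF-193 from -0.17 to -0.08, and the former was -0.242 with each array centred on its median, -0.237 in replicates 1 and 2 alone, -0.324 with set means, -0.223 with the set block in addition and -0.0992 with all groups in 1 fit. Low signals limit the rest, since 17.5% to 20.2% of probe sets (group means) were at the floor and genes dim on most arrays were not tested.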

Other observations

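The comparison of genes higher in both and the tests of smooth muscle genes were chosen only after the results were seen. Genes higher in both the Chd7 mutant and with ICRF-193 were led by Doc2b (2.08 and 2.46), the calcium-binding gene Tesc (1.70 and 1.75), Galnt15, a glycosyltransferase gene (1.69 and 1.62), Rph3al, which acts in vesicle release (1.43 and 1.69), the calcium sensor Hpca (1.39 and 1.64) and the inhibin subunit Inhbb (1.41 and 1.34), named after their values were seen. With Smo2 Hpca rose by 4.32 and Doc2b by 1.69, while Galnt15 fell by 1.74 and Inhbb by 1.28. The 67 shared higher genes have a median length of 29.2 kb, against 381 kb for the 85 shared lower genes.

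Genes called in the mutant mostly moved the same way with Smo2. Of 413 genes lower in the mutant 325 (78.7%) were lower and 25 higher with Smo2, and of 547 genes higher in the mutant 275 were higher and 136 lower. Independent lists would share 161 and 123 for the genes lower in the mutant, and 162 and 213 for those higher. Of 375 genes lower with ICRF-193, 286 (76.3%) were lower and 40 higher with Smo2, where independent lists would share 146 and 111. Its 340 higher genes divided into 136 higher and 114 lower, where independent lists would share 101 and 133, so these leaned the same way too, but less. Genes of smooth muscle and contractile cells had a mean 0.69 higher in mutant than in control arrays (8.61 ± 0.20 against 7.92 ± 0.16, n = 4; exact permutation p = 0.0286, or 0.0698 adjusted over 22 measures), with the actin gene Acta2 at 1.06.

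Lists with fewer than 5 measured genes were not tested. Their medians are not given relative to that of all genes. In the mutant, with ICRF-193 and with Smo2, the medians were -0.03, 0.22 and 0.70 over 3 endothelial markers, 0.03, -0.05 and -0.84 over 2 Purkinje cell markers and 0.15, 0.67 and -1.65 over 2 unipolar brush cell markers. Over 4 sex-linked genes they were -2.88, -0.02 and -0.14, and 0 erythroid markers were measured. On the X chromosome 45 of 373 genes (12.1%) were called in the mutant, against 8.91% of all genes.

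The count of 85 genes lower in both is over 1.5 times below the count of the study, which used unadjusted p values. In a separate count at an unadjusted p under 0.05 on all genes without a filter, 259 genes were lower in both, and 219 of these (84.6%) were lower with Smo2. That count is not a result of the main fit of filtered genes. The main fit gave 252 genes lower in both at an unadjusted p under 0.05, with 217 of these lower with Smo2.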
